A study of Mus musculus with 6 samples. Its data were reported in "Aortic carboxypeptidase-like protein potentiates β1 integrin signaling in mesenchymal progenitors" (2026).

How the data were processed

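RNA was measured in 6 libraries of mouse primary stromal cells, 3 cultured on type I collagen (col1) and 3 on collagen polymerized together with recombinant aortic carboxypeptidase-like protein (col1-ACLP). The cells came from the stromal vascular fraction of gonadal white fat, the mixed cell suspension that remains when fat is digested and the floating adipocytes are removed. The donors were male and female C57BL/6 mice aged 12 weeks. The fraction was plated directly on hydrogels of 12 kPa stiffness coated with 0.05 mg/mL collagen, with 0 or 30 nM ACLP present during polymerization, and RNA was taken after 48 h. A sequencing company selected polyadenylated RNA, made Illumina libraries and sequenced paired reads.

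The authors deposited 1 table of raw counts per gene, in whole numbers, with 1 column for each library and the Ensembl identifier, symbol, position, biotype and length of each gene. The study's methods state that cleaned reads were mapped with HISAT2. The submitters' processing notes name HISAT2 and the build mm10, whereas the study's methods name GRCm39. The gene positions in the deposited table were therefore compared with the GENCODE vM39 annotation of GRCm39. Of the 56748 identifiers in the table, 56017 were in that annotation, 100% of these on the same chromosome and 92.01% with a start within 1000 bases. Coordinates given here are those of the table and are read as GRCm39. The counting program, its treatment of reads that map to several places and its use of strand are not given in the sources used here. Some named genes are therefore reported as uncertain: those that share much of their sequence with a copy, and Vcl, Aldh1l2, Dusp1, Ackr1 and Loxl3, each of which overlaps a gene with at least 47.33% as many counts. The other genes that the naming rule below sets and whose values are reported here overlap, where they overlap any gene, genes with fewer counts, at most the 12.98% of Cebpd and the 8.14% of Fhl2. Their values are given as counted, though reads of the overlapping gene could add to them.

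Each column was assigned to a library from the column name that the sample labels quote, and each library to its group from its title. The table had 0 other per-sample columns. Replicate numbers are those in the titles. The labels do not say whether the replicates came from separate animals or cultures, so p-values measure the spread between these libraries, which may be technical; the study calls them biological replicates. Replicates of a group differed by more than sampling noise, with a chi-square per degree of freedom of 22.31 to 61.43 over pairs of libraries, so each library was counted as 1 replicate.

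Library totals ranged from 33343651 to 47142754 counts. A gene with 3 counts, the floor used here for detection, lies at 0.064 to 0.09 CPM (counts scaled to a common library total) depending on the library. The floors cover counting error only, whereas intervals of fold changes also include the spread between libraries that edgeR fitted. Genes were filtered with edgeR's filterByExpr at its minimum count of 10 and minimum total of 15, which left 17717 genes. Counts were normalized by trimmed mean of M-values (TMM) and tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, two-sided) with the group as the only factor. P-values were adjusted by the Benjamini-Hochberg method over all tested genes. A gene is called raised or lowered at an adjusted p under 0.05 and an absolute log2 fold change above 0.58, the thresholds of the study. All fold changes are col1-ACLP relative to col1, and intervals of fold changes are at 95%. The study used DESeq2 on raw counts, which was run as an alternative.

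Gene lists were compared with all other tested genes by camera (limma) with a preset inter-gene correlation of 0.01, adjusted over the 39 lists with at least 3 tested members. Lists were also tested with a correlation estimated from the data, with fry and with fgsea. Of these, fry asks whether the genes of a list move 1 way on balance and does not compare them with other genes, so it tests another question than camera. In fgsea genes are ranked and their correlation is not allowed for. In total 40 lists were fixed before the data were examined. Of these, 21 held pathway or function genes from textbook knowledge, 11 held markers of other cell types that the stromal vascular fraction can contain, and 3 held genes that report on sample quality. The study itself supplied 5 lists, read from its text and tables before the lists were fixed: 4 hold genes it listed for 10T1/2 cells, a mouse mesenchymal progenitor line, and 1 holds 16 genes it named as raised in the primary cells analysed here. The last of these was chosen on these same libraries, so its direction here is not independent evidence. Its genes recur in other lists: 5 structural matrix, 4 integrin, 4 TGFβ response, 3 actin cytoskeleton and 2 MRTF-SRF genes. The focal adhesion, basement membrane, YAP-TEAD and matrix protease lists hold 1 each. Those lists are therefore not wholly independent of that choice. Erythroid genes were too low to test. KEGG pathways, which the study tested, were not used here.

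Principal components were computed on centred log2 CPM with a prior count of 2 over the 500 most variable genes. Shares of counts per library were compared between groups by an exact permutation test, two-sided, for which the smallest p that 3 against 3 libraries allow is 0.1.

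The genes named were set by a rule fixed before the data were examined: Aebp1, the gene that encodes ACLP; the genes the study named as raised in these cells; the 12 protein-coding genes with the largest fold change in each direction among called genes with a mean of at least 1 CPM and no overlap between the groups; the 6 genes with the smallest p in each direction; and up to 4 genes with the smallest p in each list that is described. Which lists are described at length was chosen after their results were seen, and every list has its result stated. A gene outside the rule is named as chosen after its values were seen. Some genes that the rule names are not reported here, though they stay in every count and test.

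The scripts were tested on simulated counts for the 17717 genes, drawn from the means and library sizes of the real libraries. Of 50 genes changed 1.5-fold, which lies at the fold threshold, 32% were called at both thresholds and 42% at the adjusted p alone. The share at both thresholds was 78% at 2-fold, 86% at 3-fold and 98% at 4-fold. Among 17477 unchanged genes, 9 were called. A list of 40 genes raised by 0.4 on the log2 scale gave a camera p of 4.74e-15, and an unchanged list of the same size gave 0.494. The genes given a change and the unchanged list had a mean of at least 1 CPM, so these results do not cover lower genes. Each gene was drawn independently, so the list check does not cover lists whose genes are correlated.

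Alternatives set before the data were examined were DESeq2 size factors, library size alone, no filter on low counts, a filter of 1 CPM in at least 3 libraries, protein-coding genes only, the replicate number as a block, DESeq2, limma-voom, an adjusted p with no fold threshold, a fold tested against 0.58 (glmTreat), and each library left out in turn. Removal of each library's trend of expression on gene length, and on GC content, was added after the data were seen. Sequence shared between genes was measured as the percent of a gene's 31-base words that also occur in another gene of GENCODE vM39. The focal adhesion gene Ilk, with 0 to 14 counts, overlaps Taf10 on the opposite strand, and Tagln, with 8 to 46 counts, overlaps Gm48529 on the opposite strand. Both are abundant in most fibroblasts, so their counts here are not read as expression. Analyses used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.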

Results

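Gene expression was profiled by polyA RNA sequencing in primary stromal cells from mouse gonadal fat that had spent 48 h on soft hydrogels coated with collagen alone (col1, n = 3 libraries) or with collagen carrying ACLP (col1-ACLP, n = 3). ACLP is a secreted protein that binds collagen in the extracellular matrix and is encoded by Aebp1. Here it was added as a recombinant protein while the collagen polymerized, and the col1 libraries are the background for every value. The col1 libraries held 33343651, 47142754 and 42582934 counts and the col1-ACLP libraries 39936414, 45155866 and 37389976, a difference smaller than the spread within groups (exact permutation test, two-sided, p = 1). Xist and Y-linked genes were counted in all 6 libraries, and the labels name mice of both sexes. The 5 X-inactivation and Y-linked genes had a median log2 fold change of 0.35 on col1-ACLP (camera adjusted p = 0.0153, adjusted p = 0.305 with an estimated correlation), with 0 raised at both thresholds by edgeR, DESeq2 or limma-voom, 2 past an unadjusted p of 0.05 and 1 raised adjusted over the list alone. That list lost its call without col1 1 (median 0.21, adjusted p = 0.0633) and without col1-ACLP 1 (median 0.16, adjusted p = 0.127). It pools Xist with Y-linked genes, which a shift in sex makeup would move in opposite directions, so its median cannot show such a shift. Xist was at 138.89, 157.65 and 156.49 CPM on col1 and 228.79, 134.6 and 161.01 on col1-ACLP. The Y-linked Ddx3y was at 20, 41.34 and 41.82 against 48.6, 47.41 and 44.93.

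The series holds 1 comparison, which asks how collagen-bound ACLP changes the transcriptome of primary adipose stromal cells. On col1-ACLP, 12 of 31 tested TGFβ response genes were raised and 0 lowered (camera adjusted p = 1.89e-30, and adjusted p = 0.0155 with an estimated correlation). Postn, which encodes the matricellular protein periostin, rose from 240.1 ± 4.09 to 589 ± 81.6 CPM (mean ± SD, n = 3 per group), a log2 fold change of 1.29 ± 0.11 (SE, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 5.735e-06). The crosslinking enzyme Lox and the fibril-associated collagen Col12a1 rose too (0.97 ± 0.13 and 1.10 ± 0.16). In the opposite direction, the acute phase gene Saa3 dropped from 4294 ± 624 to 1518 ± 232 CPM, a log2 fold change of -1.50 ± 0.12 (adjusted p = 5.735e-06), and the siderophore-binding lipocalin Lcn2 dropped from 164 ± 6.66 to 80.8 ± 6.95 CPM.

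In all, 245 of 17717 tested genes changed, 117 raised and 128 lowered, and 231 of the 245 are protein-coding. The groups did not overlap in 244 of these 245 genes. Among all tested genes the groups did not overlap in 20.44%, where chance gives 10%. A change of more than 1 on the log2 scale was found in 76 genes. The number of genes changed on col1-ACLP rested on single libraries in part: it was 157 without col1 1, 163 without col1 3, 151 without col1-ACLP 1 and 148 without col1-ACLP 3. Nothing in the labels says whether the libraries came from separate animals or cultures, so these p-values describe the spread between these libraries.

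Among the 6 raised genes with the smallest p were Postn, Ncam1, Enpp1 and Arg1. Ncam1, a neural cell adhesion molecule, rose from 16.6 ± 2.86 to 49.5 ± 3.08 CPM (log2 fold change 1.58 ± 0.14). Enpp1, an ectoenzyme that makes pyrophosphate from ATP, rose from 9.69 ± 1.63 to 40.6 ± 11.3 CPM (2.07 ± 0.19), and the arginine-degrading enzyme Arg1 from 30.5 ± 2.52 to 71.6 ± 4.45 CPM (1.23 ± 0.12). The largest rises among expressed coding genes included Car12, a membrane carbonic anhydrase, at 2.28 ± 0.27, and the sortilin-family receptor Sorcs2 at 1.90 ± 0.23. They also included the growth factor gene Gdf6 at 1.59 ± 0.34, the R-spondin receptor Lgr6 at 1.57 ± 0.25, the laminin chain Lama1 at 1.49 ± 0.27 and the secreted protease Adamts6 at 1.39 ± 0.18. Erv3 at 1.78 ± 0.44, Adm2 at 1.76 ± 0.44 and Klhl33 at 1.41 ± 0.27 completed that group.

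Postn (ENSMUSG00000027750) lies on chromosome 3 at 54268530-54298458 of GRCm39. Saa3 (ENSMUSG00000040026) lies on chromosome 7 at 46361422-46365124, Lcn2 (ENSMUSG00000026822) on chromosome 2 at 32274645-32278264 and Aebp1 (ENSMUSG00000020473) on chromosome 11 at 5811947-5822088. All are protein-coding, and none of them overlaps another counted gene.

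**Figure D1:**
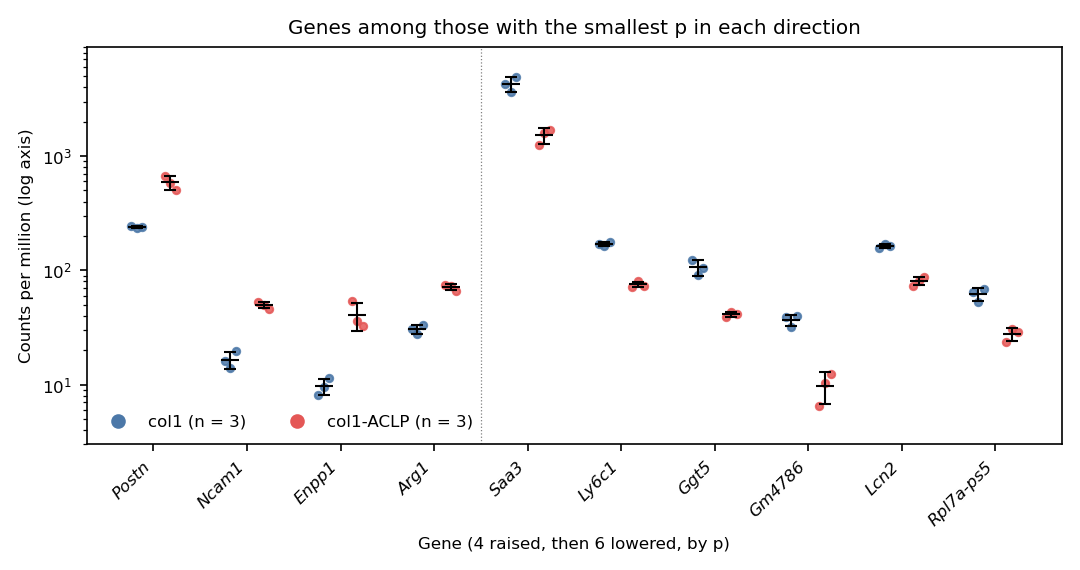
CPM (log axis) of 4 raised and 6 lowered genes among those with the smallest p, with col1 libraries in blue and col1-ACLP libraries in red; bars are the mean and SD of n = 3. Groups do not overlap for any of the 10 genes, and Saa3 is the most abundant at 4294 CPM on col1.

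Aebp1 itself was at 743 ± 62.5 CPM on col1 and 894 ± 168 CPM on col1-ACLP, a log2 fold change of 0.27 with a 95% interval of 0.01 to 0.52 that did not pass adjustment (adjusted p = 0.3079). Among the 16 genes that the study named as raised in these cells, 8 were raised here and 0 lowered, among them Postn, Ccn2, Lama1, Tnc, Col1a1, Myl9 and Actn1. Ccn2, a secreted target of TGFβ and mechanical signalling, rose by 1.23 ± 0.13 and the matrix glycoprotein Tnc by 0.89 ± 0.12. Col1a1, the main chain of type I collagen, rose from 5022 ± 895 to 8690 ± 1849 CPM (0.79 ± 0.14), the myosin light chain Myl9 by 0.64 ± 0.16 and the actin crosslinker Actn1 by 0.62 ± 0.10. The integrin gene Itga5 (0.44 ± 0.09, adjusted p = 0.01887) and the collagen gene Col1a2 (0.47 ± 0.11, adjusted p = 0.03984) passed the p threshold at a fold below the set minimum. The other 6 did not pass adjustment: Itga11 at 0.84 ± 0.21 (adjusted p = 0.05057), Fn1 at 0.57 ± 0.15 (adjusted p = 0.05537), Itgb5 at 0.40 ± 0.12 (adjusted p = 0.09202), Iqgap1 at 0.27 ± 0.10 (adjusted p = 0.1863), Limk2 at 0.31 ± 0.12 (adjusted p = 0.2148) and Itgb1 at 0.21 ± 0.10 (adjusted p = 0.3329). DESeq2 and limma-voom each called 9 of the 16, with Itga11 raised in both (adjusted p = 0.009054 and adjusted p = 0.0499). Adjusted over the list alone, all 16 were raised at p under 0.05, which is not independent evidence because the study chose the list on these libraries. The list's median was 0.63 (camera adjusted p = 1.47e-35, and adjusted p = 0.0251 with an estimated correlation).

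**Figure D2:**
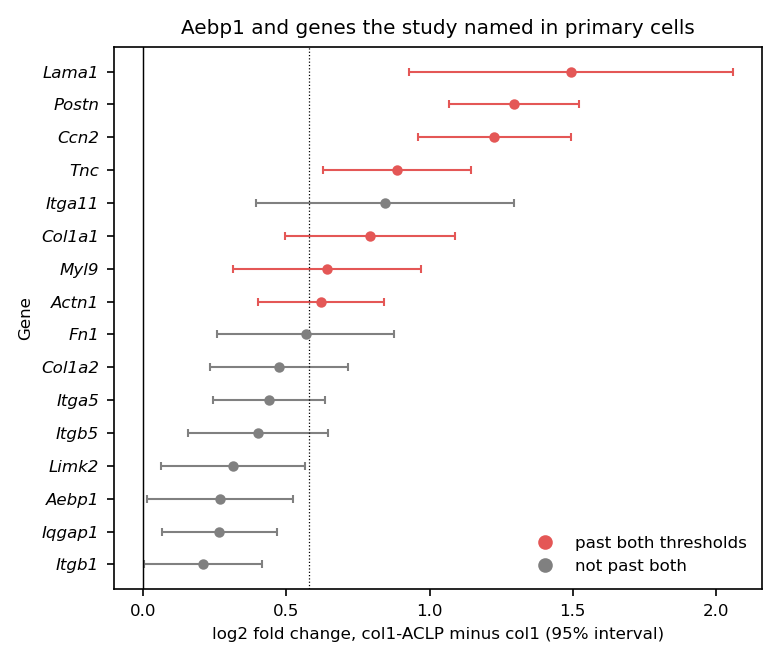
Log2 fold change of Aebp1 and of 15 genes that the study named in primary cells; points are edgeR estimates, bars the 95% interval, and the dotted line the 0.58 threshold. All 16 estimates lie above 0, from 0.21 for Itgb1 to 1.49 for Lama1, and the 7 in red passed both thresholds.

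TGFβ response genes rose as a group. Of 31 tested TGFβ response genes, 12 were raised, 0 lowered and the rest did not pass both thresholds (19 raised and 0 lowered adjusted over the list alone), with a median of 0.51 (camera adjusted p = 1.89e-30, and adjusted p = 0.0155 with an estimated correlation). Of the 31 genes, 4 are among those the study chose on these libraries, and 16 are in another list. Besides Postn and Ccn2 the raised genes included Pmepa1, a feedback inhibitor of TGFβ signalling, at 0.88 ± 0.10. Of 39 tested genes for structural matrix proteins, 7 were raised and 2 lowered (24 and 4 adjusted over the list alone), with a median of 0.36 (camera adjusted p = 1.03e-12, but adjusted p = 0.178 with an estimated correlation). The fibril-associated collagen Col12a1 rose from 48.9 ± 5.94 to 105 ± 29.6 CPM (1.10 ± 0.16) and the fibrillar collagen Col5a2 by 0.91 ± 0.13. The 2 lowered genes, chosen after their values were seen, encode elastic fibre proteins: Eln at -0.58 ± 0.12 and Mfap2 at -0.79 ± 0.17. Of 23 genes for collagen processing and crosslinking the crosslinking enzyme Lox was raised, from 877 ± 162 to 1714 ± 233 CPM (0.97 ± 0.13), and 8 were raised adjusted over the list alone. DESeq2 called Lox and also Loxl3 (adjusted p = 0.007362), which edgeR did not call (0.63 ± 0.17, adjusted p = 0.0613) and which overlaps Htra2, so its value is uncertain. That list's median was 0.16 (camera adjusted p = 1.27e-05, adjusted p = 0.295 with an estimated correlation). It was 0.27 without col1 1 and 0.25 without col1-ACLP 2, but 0.114 without col1-ACLP 1 and 0.118 without col1 3. The hydroxylase gene Plod2 stood at 0.47 ± 0.11 (adjusted p = 0.03636), under the fold threshold. Of 23 basement membrane genes, Lama1 alone was raised (1 adjusted over the list alone), and the list's median of 0.17 did not pass (camera adjusted p = 0.0575, adjusted p = 0.502 with an estimated correlation). It passed without col1 2 (adjusted p = 0.0439), without col1-ACLP 2 (adjusted p = 0.002) and without col1-ACLP 3 (adjusted p = 0.0347), and its median was 0.02 without col1-ACLP 1. In the same col1-ACLP libraries 18S ribosomal RNA took 0.527 ± 0.05% of counts against 0.28 ± 0.04% on col1 (exact permutation test, p = 0.1, the smallest possible). The 10 most abundant genes took 7.53 ± 0.739% against 6.07 ± 0.365% (exact permutation p = 0.1).

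Of 30 targets of the actin-regulated MRTF-SRF factors, 6 were raised and 0 lowered (10 raised and 1 lowered adjusted over the list alone), with a median of 0.25 (camera adjusted p = 8.23e-11, adjusted p = 0.124 with an estimated correlation). Smooth muscle actin Acta2 rose from 87.2 ± 18.8 to 158 ± 17.5 CPM (0.86 ± 0.14) and non-muscle myosin Myh9 by 0.74 ± 0.12. In the same libraries 11 mural cell markers had a median of 0.13 (camera adjusted p = 0.0238, adjusted p = 0.305 with an estimated correlation), a call lost without col1 2 (adjusted p = 0.0797) and without col1-ACLP 2 (median -0.02, adjusted p = 0.354). Their median was 0.20 without col1 3, 0.20 without col1-ACLP 1 and 0.21 without col1-ACLP 3. Of 43 genes for the actin cytoskeleton and contractility, Acta2, Myh9 and Myl9 were raised and 0 lowered (6 raised and 2 lowered adjusted over the list alone), with a median of 0.17 (camera adjusted p = 0.000158, adjusted p = 0.181 with an estimated correlation). Calponin Cnn2 was at 0.47 ± 0.12 (adjusted p = 0.05175). Of 35 focal adhesion genes, the adaptor Fhl2 (0.78 ± 0.16), Actn1 and vinculin Vcl (0.86 ± 0.19) were raised and 0 lowered (9 raised adjusted over the list alone), with a median of 0.11 (camera adjusted p = 2.18e-05, adjusted p = 0.162 with an estimated correlation). The median was 0.17 without col1 2 or without col1-ACLP 2, but 0.086 without col1-ACLP 1. Vcl overlaps Ap3m1, which has more counts, so its value is uncertain, and it was 0.52 without col1-ACLP 1. Of 21 integrin subunit genes 0 were raised or lowered at both thresholds by edgeR, 1 by DESeq2 and 1 by limma-voom (Itga11 in both), 7 passed an unadjusted p of 0.05, and 3 were raised and 1 lowered adjusted over the list alone. The integrin median of 0.11 had a camera adjusted p = 0.0465, which did not hold with an estimated correlation (adjusted p = 0.295) and was lost without col1 3 (p = 0.135) and without col1-ACLP 1 (p = 0.205). That median was 0.23 without col1 2, 0.23 without col1-ACLP 2 and 0.20 without col1-ACLP 3. Of the 21 integrin genes, 4 are among those the study chose on these libraries. They include Itga5, Itga11 and Itgb5, the 3 raised over the list alone, so those 3 are not independent evidence. Besides the study's integrins, Itga3 stood at -0.40 ± 0.12 (adjusted p = 0.1001). Of 22 targets of the mechanosensitive YAP-TEAD factors only Ccn2 was raised (1 adjusted over the list alone), with a median of 0.18 (camera adjusted p = 0.000803, adjusted p = 0.151 with an estimated correlation), and 0.10 without col1-ACLP 1.

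Several genes for secreted proteases rose. Of 28 matrix proteases and inhibitors, 6 were raised and 0 lowered (8 raised and 4 lowered adjusted over the list alone), among them the protease Adamts12 at 1.16 ± 0.17, the inhibitor Timp3 at 1.03 ± 0.15 and the plasminogen activator Plat at 0.68 ± 0.10. Their median was 0.03 (camera adjusted p = 0.0142, adjusted p = 0.178 with an estimated correlation), and it was -0.04 without col1 1 (p = 0.0633), 0.06 without col1 2, 0.085 without col1 3, 0.06 without col1-ACLP 1 and 0.02 without col1-ACLP 2. Among 24 Wnt pathway genes the secreted matrix protein Ccn4 (1.05 ± 0.12), Lgr6 and the receptor Fzd2 (0.64 ± 0.11) were raised and 0 lowered (5 raised and 1 lowered adjusted over the list alone), but the list did not pass (median 0.03, camera adjusted p = 0.0505, adjusted p = 0.313 with an estimated correlation). It passed without col1 1 (adjusted p = 0.0407, with the median at -0.03), without col1 3 (adjusted p = 0.0418) and without col1-ACLP 3 (adjusted p = 0.00788). Among 18 BMP response genes 2 were raised and 0 lowered. Gdf6 was among those raised, while the BMP target Id3 was at -0.57 ± 0.11 (adjusted p = 0.00925), under the fold threshold. Adjusted over the list alone 3 were raised and 2 lowered. The BMP median was -0.07, its mean 0.07 and its test upward and not passed (camera adjusted p = 0.459, adjusted p = 0.687 with an estimated correlation).

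Of 24 glycolysis and hypoxia genes, Car12, the hexokinase Hk2 (0.72 ± 0.12) and the mitophagy gene Bnip3 (0.66 ± 0.16) were raised, and the vasoactive peptide gene Adm, chosen after its value was seen, was lowered (-0.60 ± 0.15). Adjusted over the list alone 8 were raised and 1 lowered. The median was 0.19 (camera adjusted p = 1.58e-07, adjusted p = 0.15 with an estimated correlation). Of 25 genes of the ATF4 amino acid stress response, the mitochondrial folate enzyme Aldh1l2 was raised (1.09 ± 0.21) and 11 were raised adjusted over the list alone, with a median of 0.29 (camera adjusted p = 5.3e-06, adjusted p = 0.151 with an estimated correlation). Aldh1l2 overlaps Nopchap1, which has 94.16% as many counts, so its value is uncertain, and it was 0.71 without col1-ACLP 1. Ddit4, a stress-induced inhibitor of mTOR, was at 0.55 ± 0.11 (adjusted p = 0.01072) and the folate enzyme Mthfd2 at 0.46 ± 0.11 (adjusted p = 0.03348), both under the fold threshold.

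Several inflammatory genes fell on col1-ACLP. Of 31 inflammatory and acute phase genes 7 were lowered and 0 raised (15 lowered and 2 raised adjusted over the list alone), with a median of -0.31 (camera adjusted p = 2.89e-12, adjusted p = 0.151 with an estimated correlation), and -0.175 without col1 3. In the same libraries 21 macrophage markers had a median of -0.18 (camera adjusted p = 0.000951, adjusted p = 0.252 with an estimated correlation, and a median of -0.11 without col1-ACLP 2) and 9 dendritic cell markers one of -0.27 (camera adjusted p = 0.0148, adjusted p = 0.151 with an estimated correlation). Besides Saa3 and Lcn2 (-1.02 ± 0.10), haptoglobin Hp went from 382 ± 44.2 to 208 ± 13.9 CPM (-0.88 ± 0.11) and the alarmin Il33 from 112 ± 11.1 to 63.7 ± 9.45 CPM (-0.82 ± 0.12). Saa1 was also lowered (-1.71 ± 0.40), but it shares 46.5% of its 31-base words with Saa2, so its own value is uncertain. Of 28 interferon response genes the RNA sensor Oas3 was lowered (-0.68 ± 0.11) and 8 were lowered adjusted over the list alone, with a median of -0.23 (camera adjusted p = 1.73e-07, adjusted p = 0.151 with an estimated correlation). The guanylate-binding genes Gbp2 (-0.46 ± 0.10, adjusted p = 0.01887) and Gbp5 (-0.53 ± 0.13, adjusted p = 0.04432) stayed under the fold threshold. Of 18 targets of the oxidative stress factor NRF2, the glutathione transferases Gsta1 (-1.91 ± 0.38) and Gstm1 (-0.58 ± 0.10) were lowered and 5 were lowered adjusted over the list alone, with a median of -0.18 (camera adjusted p = 7.37e-05, adjusted p = 0.151 with an estimated correlation). Gsta1 shares 93% of its words with other genes and is uncertain, and Gstm1 lay at the fold threshold. Of 20 immediate early and heat shock genes, which respond to handling of cells, the phosphatase Dusp1 was lowered (-0.64 ± 0.10) and 4 were lowered adjusted over the list alone, with a median of -0.21 (camera adjusted p = 0.000296, adjusted p = 0.252 with an estimated correlation), and -0.12 without col1-ACLP 1. Dusp1 overlaps Ergic1, which has 106% as many counts, so it too is uncertain.

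The remaining lowered genes by rule included Ggt5, an enzyme that cleaves leukotriene C4, which dropped from 107 ± 16.8 to 41.4 ± 2.08 CPM (-1.36 ± 0.12), and Aspg at -2.03 ± 0.37. Cyp2f2 at -1.68 ± 0.42, the glycine-cleaving enzyme Gldc at -1.27 ± 0.29 and the protease inhibitor Cst6 at -1.26 ± 0.31 were also lowered. The chemokine receptor gene Ackr1 (-1.54 ± 0.22) overlaps Cadm3, which has more counts. The processed pseudogenes Gm4786 (-1.91 ± 0.19) and Rpl7a-ps5 (-1.16 ± 0.14) share 85.7% and 87.9% of their words with other genes. The values of these 3 genes are uncertain.

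**Figure D3:**
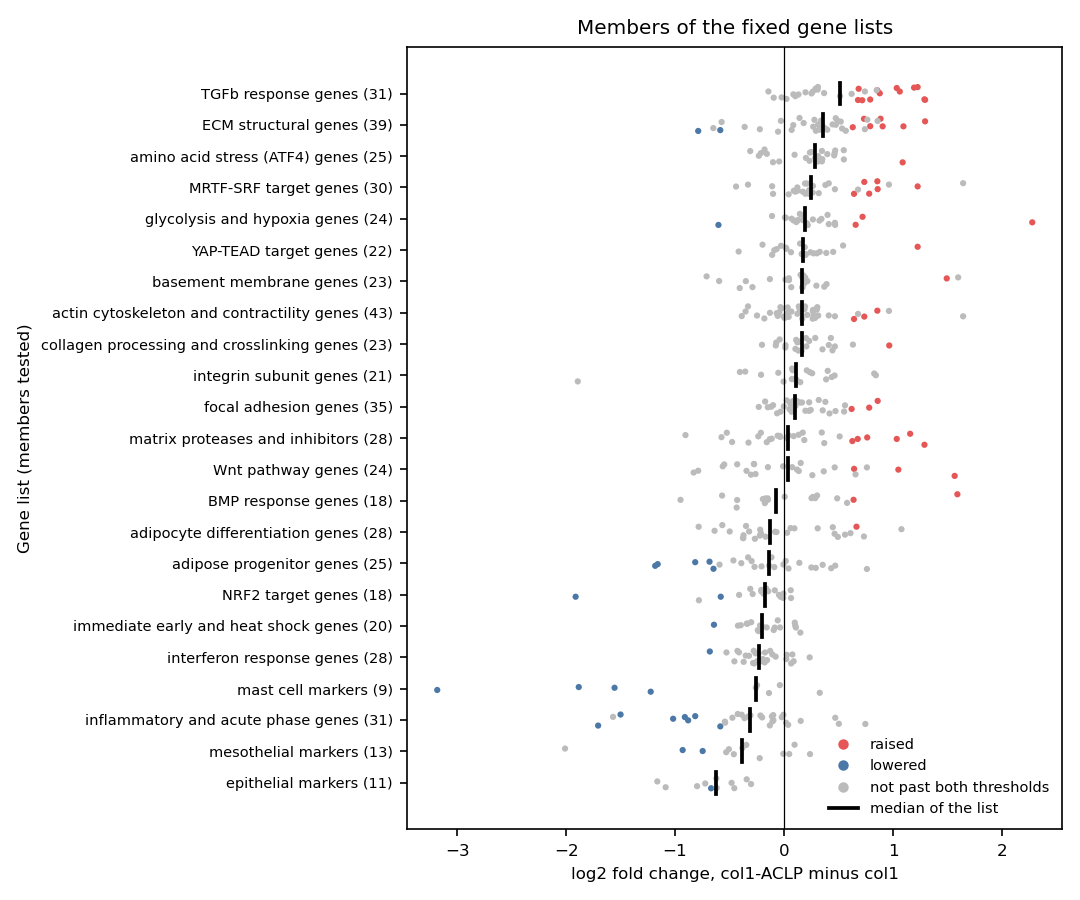
Log2 fold change of each tested member of 23 fixed gene lists; points are genes, coloured by whether they passed both thresholds, and the black bar is the list's median. Medians run from 0.51 for TGFβ response genes to -0.62 for epithelial markers.

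Some markers of fat progenitors and of other cell types of the stromal vascular fraction were lowered. Of 25 adipose progenitor genes, 5 were lowered and 0 raised (9 lowered and 3 raised adjusted over the list alone), with a median of -0.14 (camera adjusted p = 1.88e-05, and adjusted p = 0.0476 with an estimated correlation), and -0.215 without col1-ACLP 1. The progenitor surface proteins Ly6a and Cd34 went from 2161 ± 149 to 1345 ± 84 CPM (-0.68 ± 0.09) and from 240.3 ± 2.13 to 153 ± 14.7 CPM (-0.65 ± 0.10), and Il33 was lowered as given above. Pi16, chosen after its value was seen, was at -1.16 ± 0.18. Ly6c1 was lowered by the smallest p of the list (-1.18 ± 0.10) but shares 56.9% of its words with other genes, chiefly Ly6c2, and is uncertain. Of 9 tested mast cell markers the proteases Mcpt4 (-3.18 ± 0.62), Cma1 (-1.88 ± 0.42) and Tpsb2 (-1.56 ± 0.30) and the histamine-forming enzyme Hdc (-1.22 ± 0.18) were lowered, from no more than 31.1 CPM on col1. Adjusted over the list alone 4 were lowered and 1 raised, and the median was -0.26 (camera adjusted p = 2.36e-05, adjusted p = 0.0683 with an estimated correlation). It was -0.53 without col1 2, -0.42 without col1-ACLP 1 and -0.59 without col1-ACLP 2. Of 13 mesothelial markers, Upk3b (-0.93 ± 0.22) and the keratin Krt7 (-0.75 ± 0.14) were lowered, and 7 adjusted over the list alone, with a median of -0.38 (camera adjusted p = 8.35e-05, adjusted p = 0.151 with an estimated correlation). Of 11 epithelial markers the claudin Cldn4 was lowered (-0.67 ± 0.17), and 5 adjusted over the list alone, with a median of -0.62 (camera adjusted p = 7.22e-05, adjusted p = 0.178 with an estimated correlation). Of 28 adipocyte differentiation genes the desaturase Scd1 was raised (0.67 ± 0.13), and 2 were raised and 5 lowered adjusted over the list alone. Cebpd was at -0.57 ± 0.11 (adjusted p = 0.01259) and the adipogenic factor Pparg at -0.50 ± 0.14 (adjusted p = 0.09301). The adipocyte list did not pass: its median was -0.13, its mean 0.00 and its test downward (camera adjusted p = 0.258, adjusted p = 0.394 with an estimated correlation). Without col1-ACLP 3 that median was -0.199.

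A further question was whether genes that the study listed for 10T1/2 cells, a mesenchymal line cultured on the same matrices, moved the same way here. By the study's methods that line was serum-starved and kept in low serum for 18 h. The primary cells were plated in medium with more serum for 48 h, so the 2 cultures differ in more than cell type. Of 385 tested genes listed as raised there, 30 were raised and 5 lowered (70 and 11 adjusted over the list alone), with a median of 0.15 (camera adjusted p = 3.84e-08, and adjusted p = 0.0476 with an estimated correlation). Of 343 listed as lowered there, 28 were lowered and 5 raised (65 and 10 adjusted over the list alone), with a median of -0.19 (camera adjusted p = 1.16e-12, and adjusted p = 0.0052 with an estimated correlation). Saa3, Ly6c1, Ggt5 and Lcn2 led the latter list, and Postn, Ccn2 and Ccn4 were among the leading genes of the former. The genes that went against their list, chosen after their values were seen, were Prelp, Ptx3, Eln, Apol6 and Serpinb9b, from -0.58 for Ptx3 to -0.82 for Serpinb9b, and Smoc2, Plat, Lrrc32, H19 and Ank, from 0.62 for Ank to 1.07 for H19. Of the 34 genes that the study's text named as raised in 10T1/2 cells, 11 were raised and 0 lowered (18 raised adjusted over the list alone), with a median of 0.30 (camera adjusted p = 1.55e-25, and adjusted p = 0.0476 with an estimated correlation). Of these 34, 11 are also among the genes it named in the cells analysed here. Of 11 named as lowered in 10T1/2 cells 0 were lowered or raised at both thresholds by edgeR, DESeq2 or limma-voom (2 past an unadjusted p of 0.05 and 1 lowered adjusted over the list alone), with a median of -0.05 (camera adjusted p = 0.191, adjusted p = 0.403 with an estimated correlation). The list passed without col1-ACLP 1 (adjusted p = 0.0136). Both lists of genes named in the text mix 2 conditions of the 10T1/2 cells. The study named some of them, such as Ccn4 and Skil as raised and Smad3 and Mmp14 as lowered, on col1-ACLP with an ALK5 inhibitor. ALK5 is a TGFβ receptor, and no inhibitor is named for the primary cells.

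Over all lists, camera called 18 raised and 12 lowered, of which 4 and 2 held with an estimated correlation. The 4 are the TGFβ response genes and 3 of the study's lists, and the 2 are the adipose progenitor genes and the genes lowered in 10T1/2 cells. Of the 65 called genes that the rule names, 39 kept their call in each of the 6 fits that left out a library. Those that lost it in at least 1 of these fits included Actn1, Myl9, Gdf6, Erv3, Adm2, Scd1, Aldh1l2, Fhl2, Vcl, Bnip3 and Fzd2 among raised genes, and Mcpt4, Cma1, Tpsb2, Gsta1, Gstm1, Saa1, Cyp2f2, Gldc, Cst6, Cd34, Cldn4, Dusp1, Krt7 and Upk3b among lowered genes.

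The libraries were also compared as wholes. On the first principal component, which held 29.15% of the variance, the col1 libraries lay between -19.62 and -5.66 and the col1-ACLP libraries between -0.73 and 38.28. The groups did not overlap (exact permutation test, two-sided, p = 0.1, the smallest possible for 3 against 3). The library col1-ACLP 2 stood apart at 38.28, while col1-ACLP 1 and col1-ACLP 3 lay at -0.73 and 0.24. That library also had the largest mitochondrial share, 6.14% of counts against 2.91% to 4.27% in the others. Without that library the number of genes changed on col1-ACLP was 289, and 184 of these were among the 245. On the second component, with 23.38% of the variance, the groups overlapped.

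**Figure D4:**
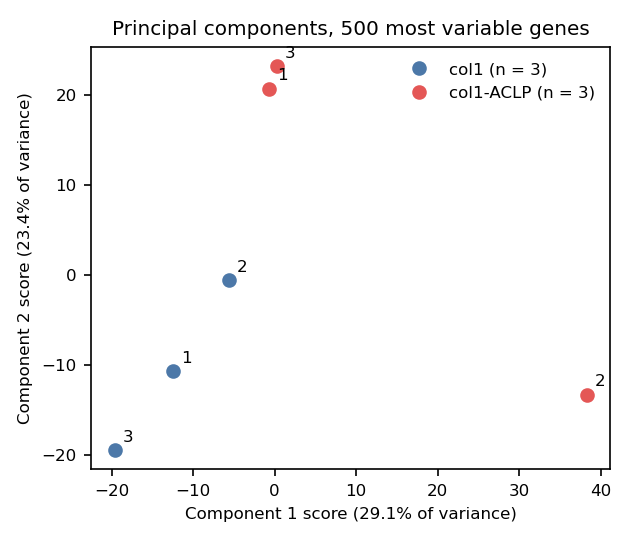
Scores of the 6 libraries on the first and second principal components of log2 CPM over the 500 most variable genes; blue points are col1, red points col1-ACLP, and digits are replicate numbers. The groups do not overlap on the first component, where col1-ACLP 2 lies at 38.28.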

Values the study reported

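The study called a gene differentially expressed at an adjusted P-value under 0.05 and an absolute log2 fold change above 0.58. In primary stromal cells it used n = 3 biological replicates for each condition and cultured the cells for 48 h on hydrogels of 12 kPa, with collagen polymerized with or without 30 nM ACLP. The 10T1/2 cells were sequenced after 18 h with n = 4 biological replicates in each group.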

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

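All settings were set before the data were examined except the removal of trends on gene length and GC content, chosen after. The number of genes changed on col1-ACLP, 245, became 389 with no filter on low counts (244 of the 245 among them) and 22 when the fold was tested against 0.58. Leaving out each library gave 148 to 289, with 157 without col1 1, 163 without col1 3, 151 without col1-ACLP 1 and 148 without col1-ACLP 3; these fits have fewer samples. The other settings gave 194 to 364. DESeq2 called 326, of which 237 were among the 245. Scaling by library size alone called 252, with 98 raised and 154 lowered against 117 and 128. The replicate numbers do not pair the libraries: deviations of same-numbered libraries correlated at -0.12, -0.148 and -0.037, and no library correlated best with its own number. The highest correlations were 0.248 for col1 2 with col1-ACLP 1, 0.144 for col1 1 with col1-ACLP 3 and 0.136 for col1 3 with col1-ACLP 2. Pairing in another order than the numbers was not tested. With the replicate number as a block 194 genes changed, 187 of them among the 245, and 19 lists were raised and 12 lowered. Of the 65 named called genes 0 changed sign in the 10 other settings or the 6 fits without a library, 55 lost their call in none of the 10 that gave them an adjusted p (DESeq2 gave none for Mcpt4, and the protein-coding set leaves out Gm4786 and Rpl7a-ps5), and 8 to 18 lost it when a library was left out. Camera's lists raised numbered 4 with an estimated correlation, against 18, and those lowered 2, against 12. By fgsea 18 were raised, 17 of them also by camera, and 11 lowered. With fry, which does not compare a list with other genes, 8 were raised and 4 lowered. The ECM structural genes (median 0.355), focal adhesion genes (0.105) and actin cytoskeleton and contractility genes (0.168) lost their camera call with an estimated correlation (adjusted p = 0.178, 0.162 and 0.181), passed by fgsea (adjusted p = 3.08e-06, 4.74e-05 and 0.000481) and did not pass by fry (adjusted p = 0.0989, 0.054 and 0.0556). These 3 lists stayed past the threshold in each fit without a library. Some medians near 0 changed sign, and the cause was not tested: the matrix proteases and inhibitors to -0.004 with the length trend removed and -0.044 to 0.085 with a library left out, the Wnt pathway genes to -0.009 with no filter, -0.010 with the length trend removed and -0.027 to 0.156 with a library left out, and the BMP response genes -0.169 to 0.058. With a library left out the same held for the mural cell markers (-0.024 to 0.205), the alternatively activated macrophage genes (-0.288 to 0.098), the sterol synthesis genes (-0.07 to 0.018) and the genes named as lowered in 10T1/2 cells (-0.234 to 0.035). The groups stayed apart on the first principal component over all tested genes (26.8% of the variance). Depth limits low genes, since 3 counts are 0.064 to 0.09 CPM. Of simulated 1.5-fold changes, which lie at the fold threshold and were given to genes of at least 1 CPM, 32% were called at both thresholds and 42% at the adjusted p alone.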

Other observations

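The tests of mesothelial, progenitor and mast cell markers were chosen after the fall of these markers was seen, and those of gene length and GC content after the data had been examined but before their own results were seen, though the comparison with bootstrap intervals was chosen after their medians and that without col1-ACLP 2 had been seen. Macrophage markers were lower by a small amount as a group. Of 21 tested, 0 were called by edgeR or limma-voom and 1 by DESeq2, 5 passed an unadjusted p of 0.05 and 3 were lowered adjusted over the list alone (median -0.18, or -0.11 without col1-ACLP 2, camera adjusted p = 0.000951, adjusted p = 0.252 with an estimated correlation). The abundant macrophage genes Lyz2 and Csf1r, chosen after their values were seen, had log2 fold changes of 0.04 and -0.07. Of 9 dendritic cell markers 0 were called by the 3 tools, 2 passed an unadjusted p of 0.05 and 1 was lowered adjusted over the list alone (median -0.27, camera adjusted p = 0.0148, adjusted p = 0.151 with an estimated correlation). Of 16 endothelial markers 0 were called by the 3 tools, 3 passed an unadjusted p of 0.05 and 1 was lowered adjusted over the list alone (median -0.16, camera adjusted p = 0.0238, adjusted p = 0.419 with an estimated correlation). The endothelial call was lost without col1 1 (adjusted p = 0.0596), col1 3 (adjusted p = 0.186), col1-ACLP 1 (median -0.08, adjusted p = 0.22) or col1-ACLP 3 (adjusted p = 0.0737), and the median was -0.23 without col1 2. Of 11 mural cell markers 0 were called by the 3 tools, 4 passed an unadjusted p of 0.05 and 2 were raised adjusted over the list alone (median 0.13, camera adjusted p = 0.0238, adjusted p = 0.305 with an estimated correlation). That call was lost without col1 2 (adjusted p = 0.0797) and without col1-ACLP 2 (median -0.02, adjusted p = 0.354), and the median was 0.20 without col1 3, 0.20 without col1-ACLP 1 and 0.21 without col1-ACLP 3. The 8 neutrophil and monocyte markers (median -0.29, 0 called by edgeR or limma-voom and 1 by DESeq2, 3 past an unadjusted p of 0.05, 1 raised and 1 lowered adjusted over the list alone) and the 7 lymphocyte markers (median -0.22, mean -1.05, 0 called by the 3 tools, 1 past an unadjusted p of 0.05, 1 lowered adjusted over the list alone) did not pass, each at camera adjusted p = 0.19. The neutrophil and monocyte median was -0.138 without col1 1, -0.104 without col1 2, -0.096 without col1 3 and -0.158 without col1-ACLP 2. The lymphocyte median was -1.027 without col1-ACLP 2 and -0.064 without col1-ACLP 3.

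Among 8 Schwann cell markers Ncam1 was raised and the others were not called (1 raised adjusted over the list alone, median 0.30, camera adjusted p = 0.0054, adjusted p = 0.15 with an estimated correlation). Their median was 0.09 without col1 3 and 0.14 without col1-ACLP 2. The glial factor Sox10 was at 0.72 ± 0.82 and did not pass adjustment. Arg1 was the raised member of 9 tested genes of alternatively activated macrophages (1 raised and 3 lowered adjusted over the list alone). That list had a median of -0.04, a mean of -0.27 and an upward test that did not pass (camera adjusted p = 0.855, adjusted p = 0.87 with an estimated correlation). Of 33 cell cycle genes 0 were called by the 3 tools or adjusted over the list alone and 7 passed an unadjusted p of 0.05 (median 0.12, camera adjusted p = 0.00206, adjusted p = 0.313 with an estimated correlation). The cell cycle call was lost without col1 3 (median 0.05, adjusted p = 0.154). Of 20 sterol synthesis genes 0 were called by the 3 tools or adjusted over the list alone and 1 passed an unadjusted p of 0.05 (median 0.00, mean -0.03, camera adjusted p = 0.364, adjusted p = 0.403 with an estimated correlation).

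Of the 10 splits of the 6 libraries into 3 and 3, the real one was the 1 split with as many as 245 changed genes, and the highest of the others was 0 (edgeR). At an unadjusted p under 0.05 the real split gave 2633 genes and the others 304 to 1031. With 10 splits no share under 0.05 can be reached. Each other split mixes both groups in each set of 3, so a group difference widens the spread within sets and lowers the counts. The counts of the other splits are therefore not those of libraries without a difference.

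The rise of the TGFβ response genes was weighed against trends in the libraries, since raised genes were longer (median 5579 bases) than lowered ones (3366.5) or all tested genes (3809). With each library's trend on gene length removed the median log2 fold change of the TGFβ response genes was 0.469 (bootstrap interval 0.278 to 0.74), and with the GC trend removed 0.432 (0.28 to 0.798). Without col1-ACLP 2, the library that stood apart, it was 0.49 (0.309 to 0.783). These intervals resample the genes of the list and not the libraries, so they leave out the spread between libraries and treat the genes as independent. Each interval lies above 0.257, which is 50% of the median with all libraries. Within that limit these tests argue against gene length, GC content or col1-ACLP 2 as the whole cause of the rise of these genes. Leaving out col1-ACLP 1 lowered the median further, to 0.385, and no bootstrap interval was computed for that fit. A response to ACLP, the factor the design varies, stays open as a hypothesis, as does any difference between cultures that the labels do not record.

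The lower progenitor, mesothelial and mast cell markers may reflect fewer such cells or lower expression per cell, and no sort is named in the sources used here. Fewer progenitors alone would lower their markers by 1 common fold only if every marker were confined to the cells lost. Squared deviations of the 25 genes from a common fold, each divided by its squared SE, summed to 305.35 on 24 degrees of freedom. Their errors alone would give far less if genes were independent, so 1 fold shared by all 25 genes does not describe them. Of 10000 random lists matched on expression, with a median sum of 70.37, 0.06% had as wide a spread. The test cannot tell loss of a part of the progenitors from lower expression per cell, so fewer progenitors stay open (the abundant Pdgfra was at 983 and 894 CPM, and 14 of the 25 genes are in another list). For the 13 mesothelial markers the sum was 55.34 on 12 degrees of freedom, also more than errors of independent genes would give. Random lists had a median sum of 27.57, and 8.74% of them had as wide a spread. Random lists share no common fold, so that share cannot show that 1 fold describes the markers. Loss of a part of the mesothelial cells stays open for Upk3b and Krt7 (the abundant Wt1 and Krt8 went from 87.3 to 103 and from 80.02 to 55.4 CPM, and 1 of the 13 genes is in another list). The 5 mast cell markers too low to test summed to 1.05 ± 0.556 CPM on col1 and 0.525 ± 0.349 on col1-ACLP (n = 3 each, exact permutation p = 0.3), counts too few to decide (Kit was at 30.98 and 30.2 CPM, and 0 of the 14 genes are in another list). Pdgfra, Wt1 and Kit were chosen after their values were seen.

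Some changed genes, chosen after their values were seen, share sequence with copies. Of the 245 changed genes 10 have more than 50% of their 31-base words in another gene, 4 raised and 6 lowered. Srp54b had 13, 208 and 394 counts on col1 and 23, 7 and 10 on col1-ACLP, whereas Srp54a, which holds 94.4% of its words, had 75, 131 and 100 against 254, 208 and 204. Tests of reads moved between these copies and of the substrain marker Nnt were begun and left out, because summed counts cannot decide the former and Nnt had 5 to 42 counts, so a substrain difference between donors was not tested. The ribosomal protein gene Rpl17, which shares 32.3% of its words with other genes, was lowered from 568 ± 102 to 339 ± 61.2 CPM (-0.75 ± 0.14, adjusted p = 0.007652, edgeR). The T cell receptor constant gene Trdc was lowered from 19.2 ± 4.97 to 9.75 ± 3.3 CPM (-0.98 ± 0.23, adjusted p = 0.03901, edgeR).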
